A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Dynamic changes in genome-wide histone H3 lysine 4 methylation patterns in response to dehydration stress in Arabidopsis thaliana" (2010).

How the data were processed

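Total RNA of Arabidopsis rosettes was labelled as biotinylated cRNA and hybridised to Affymetrix ATH1 arrays, 1 array for each of 3 watered and 3 water deficit replicates, which the series description calls biological replicates. The authors generated image and probe set files with the Affymetrix operating software and loaded them into Rosetta Resolver, where replicates were pooled for a ratio analysis with a proprietary error model. The deposited values are probe set intensity on a linear scale, background-subtracted by the authors, before any pooling of replicates. They were not brought to a common level between arrays: the mean over non-control probe sets ran from 79.4 to 261 per array, and 13.2% to 17.8% of the values of an array were at or below 0. The genome build behind the probe sets is not given in the sources used here, so no coordinates are printed. The proprietary ratio model could not be rerun, and limma took its place.

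The table held 22810 probe sets, of which 64 were Affymetrix controls. The tests fixed before the data were examined assumed deposited values that could be compared on a log2 scale directly. Because the values were unscaled and partly below 0, the main setting was changed once the array totals had been seen and before the groups were compared. Intensities were quantile normalized over the 6 arrays (limma normalizeQuantiles), raised to a floor and converted to log2. The floor, 18.5 normalized units (4.21 on the log2 scale), was the highest value on any array of 27 control probe sets for Bacillus transcripts, which measure background where those transcripts are not added. A probe set was tested when it exceeded the floor on at least 3 of the 6 arrays, which left 13703 of 22746 non-control probe sets (60.2%). Where all 3 arrays of a group were at the floor, the fold is a lower bound, computed from the other group's mean log2 value against the floor, and is written as at least that fold. Where some arrays of the lower group were at the floor, the floor also replaces lower signals, and the fold is written in the same way.

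Groups were compared with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with group as the only term and Benjamini-Hochberg adjustment over all tested probe sets. A probe set was called at an adjusted p under 0.05. Counts were also made at the thresholds of 4-fold and unadjusted p of at most 0.001. On simulated values for this comparison over the same 13703 probe sets, with 200 changed, the fit called 17% of the changes of 1 log2 unit and 71% of those of 2 log2 units, all in the right direction, with 4 false calls among 92. In the data 44.9% of probe sets were called, so the adjusted threshold was less strict there. The simulated shares therefore do not give the sensitivity of the comparison itself. Samples with the same replicate number deviated together from their group means, with correlations across probe sets of 0.291, 0.23 and 0.393 for replicates 1, 2 and 3, against values between -0.381 and 0.0285 for the other pairs, so the numbers were taken to pair the samples. The pairing comes from the numbers in the sample titles and from this check. Deviations from a group mean cancel out within the group, so part of the contrast with the other pairs is built in. The model has no block, as the study pooled replicates within a condition, and a fit with the replicate number as a block was run beside it.

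Gene names came from a table that pairs probe sets with the platform annotation, updated through the gene identifiers of an NCBI gene table (assembly TAIR10.1), which was used for names and gene order alone. Of the non-control probe sets 13513 were paired with 1 gene, 503 with several and 8730 (38.4%) with no gene, and those without a single gene were not named. For a gene with several probe sets, the one with the highest mean over the 6 arrays stood for the gene.

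Gene lists were written from general knowledge before the data table was examined but after the study's text and the first lines of its supplementary tables had been read. Of 34 lists with 586 distinct genes, 90 genes were paired with a probe set and 78 were measured, 21 lists had a measured member and 6 had the 5 or more members required for a test. The 6 lists were tested with camera, with its preset correlation of 0.01, and adjusted over the 6 lists, with an estimated correlation and fry beside it. With an estimated correlation none of the 5 lists called with the preset correlation held. The estimates were 0.389 for the LEA, 0.795 for the anthocyanin, 0.454 for the light harvesting and 0.4 for the heat shock list. For the expansin list it was -0.0484, below the preset value, so a higher correlation was not what lost that call. Fry, which tests whether the genes of a list move on balance in one direction, called those 5 lists at adjusted p-values from 0.000228 to 0.00431. Other lists were not analysed here or are described by their members.

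The rule for the genes named in the text took the 10 largest rises and the 10 largest falls among single-gene probe sets that were called and whose groups did not overlap, the genes named by the study and the neighbours of RD29A and RD29B, and in each list up to 4 called members with the largest change or, where none was called, the 2 largest. It gave 62 genes. Other list members are named where a count of 5 or fewer needed them and were chosen after their values were seen. The 3 prime minus 5 prime differences of the control transcripts and the spike-ins were compared with exact permutation tests, between the groups and within the pairs.

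Alternatives fixed before the data were examined were median scaling, scaling on the 18 spike-in probe sets, raising values to the 25th percentile, leaving out dim or shared probe sets, the replicate block, a trended and robust prior, array weights and leaving out each array. Values without scaling, a pseudocount equal to the floor with no filter, and the arrays without both replicate 1 arrays, which were dim, and the comparison of the RNA length controls within pairs were added after the data had been seen. Figures were drawn with matplotlib 3.10.9.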

Results

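Transcript levels were measured in vegetative rosettes of Arabidopsis thaliana, with 3 Affymetrix ATH1 arrays for watered plants and 3 for plants under water deficit, dried to 65% relative water content. Plants were 4 weeks old when the treatments began. Each array carried the RNA of 1 biological replicate, and the replicates of each group were numbered 1 to 3. The arrays differed in brightness, with a median background-subtracted signal per array of 12.6, 38.2 and 29.6 for watered replicates 1, 2 and 3 and of 18.9, 51.6 and 45.6 for water deficit replicates 1, 2 and 3. Replicate 1 was therefore the dimmest array of each group. After quantile normalization, Spearman correlations across probe sets lay between 0.909 and 0.973 within groups and between 0.680 and 0.765 between groups, and no pair of arrays held the same values.

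The comparison of the water deficit group with the watered group asked which transcripts rise or fall when rosettes lose water. In gene lists fixed beforehand, transcripts of 7 of the 8 listed and measured genes for late embryogenesis abundant (LEA) proteins rose under water deficit. LEA proteins protect cells during desiccation. Those of 5 of 5 measured genes for anthocyanin synthesis also rose. Among these genes LEA18, LEA76, UGT75C1 and 5MAT were at the floor on all watered arrays. They passed the filter only through the water deficit arrays, so they could only rise. Transcripts of 8 of 8 measured nuclear genes in the list for light harvesting and the photosystems fell, among them the ATP synthase subunit gene ATPC1. As groups these lists passed a test with a preset correlation between genes and none passed it with an estimated correlation (adjusted p = 0.17 for each). LEA4-5, a group 4 LEA protein, rose with a log2 fold change of 8.03 ± 0.17 (SE, n = 3 per group, limma adjusted p = 4.86e-07), which is at least 262-fold. EXO, a growth protein induced by brassinosteroids, fell with a log2 fold change of -6.29 ± 0.40 (SE, n = 3 per group, limma adjusted p = 2.58e-05), from a log2 signal of 11.45 ± 0.87 (SD, n = 3) to 5.16 ± 0.24 (SD, n = 3).

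Of 13703 probe sets tested, 2992 were higher and 3154 were lower under water deficit at a limma adjusted p under 0.05, together 44.9% of those tested. For genes matched by a probe set of their own, 1529 of 7290 were higher and 1635 were lower. The groups did not overlap at 7729 probe sets (56.4%), where chance gives 10%. With thresholds of 4-fold and an unadjusted p of at most 0.001, 557 probe sets were higher and 569 were lower. Among the probe sets called, 304 of the higher ones were at the detection floor on all 3 watered arrays and 313 of the lower ones were at the floor on all 3 water deficit arrays, so their fold changes are lower bounds. The balance between directions depended on the scaling of the arrays: 48.7% of calls were higher after quantile normalization and 47.7% after median scaling, against 71.9% with spike-in scaling (1344 higher and 525 lower) and 73.6% with the values as deposited (1030 higher and 370 lower). Without any scaling the median log2 fold change of the tested probe sets was 0.51, compared with 0.04 after quantile normalization, and the changes given here are relative to the latter. Without water deficit replicate 2, the number higher was 1913.

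**Figure D1:**
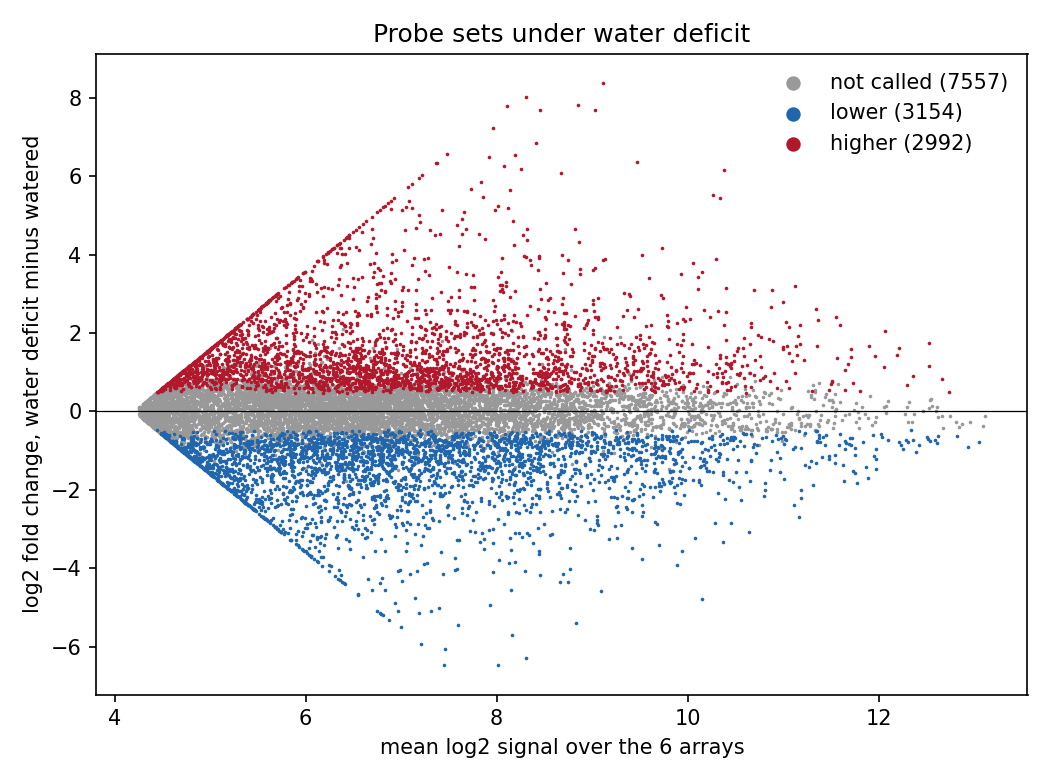
Log2 fold change (water deficit minus watered, y axis) against the mean log2 signal over the 6 arrays (x axis), with 1 point for each of the 13703 probe sets tested. Red points are the 2992 probe sets higher and blue points the 3154 lower at a limma adjusted p under 0.05, and the straight outer edges are probe sets at the detection floor on all 3 arrays of a group.

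Among genes matched by a probe set of their own, the 10 that ranked highest among the rises after quantile normalization had log2 fold changes from 6.19 to 8.03. The 6047 tested probe sets with no gene and the 296 with several were not ranked, and larger changes may lie among them. Besides LEA4-5 they included AT3G02480 and AT3G17520, which also encode LEA family proteins, with log2 fold changes of 7.83 ± 0.54 and 7.24 ± 0.20 (SE, n = 3 per group). For these 3 genes the signal was above the detection floor on 1 of the 3 watered arrays and on all 3 water deficit arrays, so their folds are lower bounds. The order among them depended on the setting: with values raised to the 25th percentile AT3G02480 had a log2 fold change of 9.21 and LEA4-5 one of 9.18. SAG29, a sugar transporter of the SWEET family known from senescing leaves, was at the floor on every watered array and was at least 94.2-fold higher under water deficit. AT2G21820 was likewise at the floor in watered rosettes and at least 81.3-fold higher. AT4G33150, which encodes the enzyme that begins lysine breakdown, rose at least 77.3-fold, and AT2G37870 and AT3G53980, members of the lipid transfer protein superfamily, rose at least 92.7-fold and 73.3-fold. The remaining genes of this group, AT1G16850 and AT1G05340, rose at least 90.6-fold and by 83.1-fold. Without watered replicate 3 the log2 fold changes of AT3G02480 and AT3G53980 were 8.54 and 6.97, over 1.5 times the folds with it.

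Among genes matched by a probe set of their own, the 10 that ranked highest among the falls after quantile normalization had log2 fold changes from -6.29 to -4.89. Their order depended on the floor, since GASA9 had a log2 fold change of -7.22 with values raised to the 25th percentile, where that of EXO stayed at -6.29. AT5G44020, which encodes an acid phosphatase family protein, had a log2 fold change of -5.71 ± 0.28 (SE, n = 3 per group), and AT2G10940, of the lipid transfer protein superfamily, had one of -5.40 ± 0.38. EXPA8, an expansin that loosens cell walls, was at the floor on all 3 water deficit arrays and was at least 33.9-fold lower. AT3G04210, AT4G37240 and GASA9 (AT1G22690), the last a gibberellin-regulated peptide, also reached the floor and were at least 36.8-fold, 36.1-fold and 35.5-fold lower. The log2 fold changes of AT3G06070, AT5G22580 and AT3G05730 were -5.10, -4.94 and -4.89. All 20 genes kept their direction and an adjusted p under 0.05 under each alternative setting in which they were measured.

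**Figure D2:**
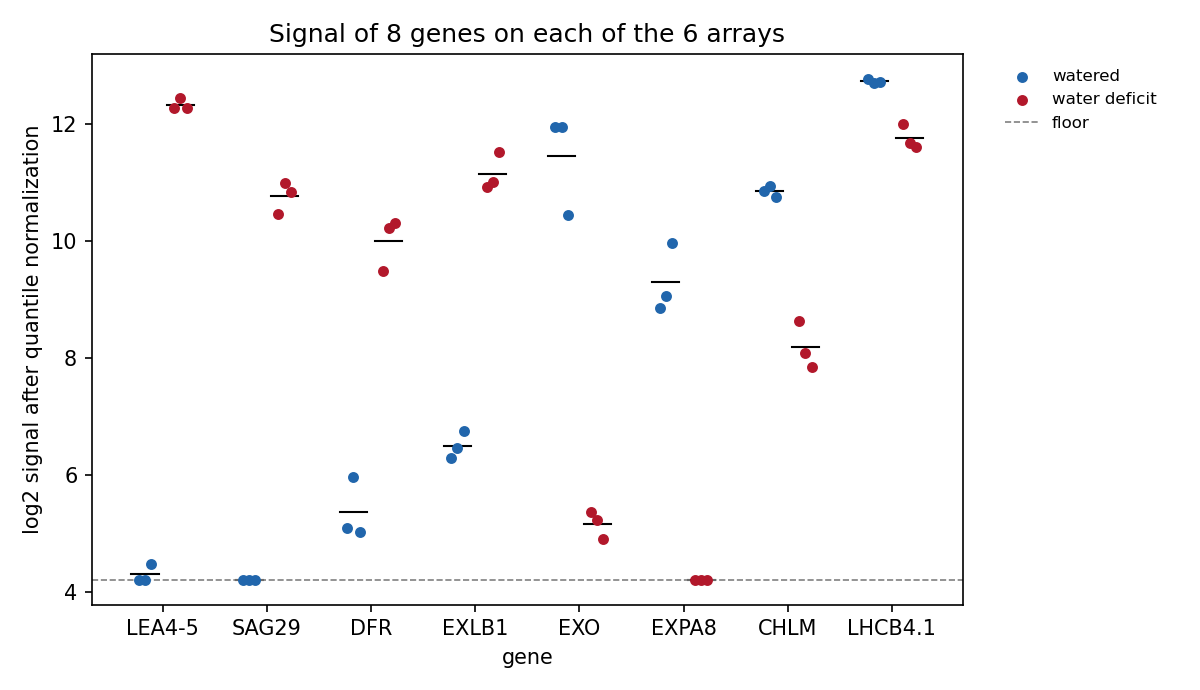
Log2 signal after quantile normalization (y axis) of 8 genes (x axis) on the 3 watered arrays (blue) and the 3 water deficit arrays (red), with group means as black bars and the detection floor as a dashed line. For each gene the 3 points of one group lie on the same side of the 3 points of the other, and SAG29 in watered rosettes and EXPA8 under water deficit lie on the floor at 4.21.

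Of 8 measured members of the LEA and dehydrin list 7 rose and 1 did not pass the test, with a median log2 fold change of 4.33 (camera adjusted p = 8.57e-06). LEA18 and LEA76 were at the floor on all watered arrays and passed the filter only through the water deficit arrays. They could only rise, so the count and the camera test follow in part from the filter. Without water deficit replicate 1, 2 or 3 the median was 3.44, 3.49 or 3.34, over the 6 members that then remained measured, and it was 4.95 with spike-in scaling, 4.96 with no scaling, 4.95 with values raised to the 25th percentile and 3.298 over the 4 brighter arrays. The call on the list was lost with an estimated correlation (adjusted p = 0.17 with an estimated correlation). The dehydrin LTI30 (XERO2), which coats membranes during cold and drought, rose 45.9-fold, from a log2 signal of 7.50 ± 1.23 (SD, n = 3) to 13.02 ± 0.08 (SD, n = 3), and its log2 fold change of 5.52 was 6.19 without watered replicate 3. LEA76 (AT3G15670) rose at least 34.1-fold and DI21, a drought-induced member of the LEA family, 20.8-fold. COR15B, a chloroplast-targeted cold-regulated protein, had a log2 fold change of 0.64 ± 0.95 (SE, n = 3 per group, limma adjusted p = 0.612). The number called was also 7 when adjusted over the list alone.

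All 5 measured members of the anthocyanin and flavonoid list rose, and 5 were called when adjusted over the list alone. The median log2 fold change was 4.65 (camera adjusted p = 0.000127, and 0.17 with an estimated correlation). UGT75C1 and 5MAT were at the floor on all watered arrays and passed the filter only through the water deficit arrays. They could only rise, so the count and the camera test follow in part from the filter. DFR, the reductase that opens the anthocyanin branch of flavonoid synthesis, rose 25.1-fold, from a log2 signal of 5.36 ± 0.52 to 10.01 ± 0.46 (SD, n = 3 each). The anthocyanin glycosyltransferase UGT79B1, at or within rounding of the floor on all 3 watered arrays, rose at least 28.9-fold. UGT75C1 (AT4G14090), at the floor in watered rosettes, was at least 26.1-fold higher. UGT78D2, which transfers glucose to flavonols and anthocyanidins, rose 5.42-fold.

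The measured transcripts of nuclear genes in the list for light harvesting and the photosystems fell together. This list also holds the ATP synthase subunit gene ATPC1 (log2 fold change -0.94). Of 45 listed genes 8 were paired with a probe set, all of them nuclear. The 33 measured plastid genes for photosynthesis, described further below, had a median log2 fold change of 0.01. All 8 measured members were lower, also when adjusted over the list alone, with a median log2 fold change of -0.95 (camera adjusted p = 0.00013; adjusted p = 0.17 with an estimated correlation). LHCB4.3, a minor antenna protein of photosystem II, had a log2 fold change of -2.75 ± 0.30 (SE, n = 3 per group, limma adjusted p = 0.000259). PSBY and PSAN, small subunits of photosystems II and I, had log2 fold changes of -1.77 ± 0.18 and -1.37 ± 0.16, and LHCB4.1 had one of -0.97 ± 0.18. PSBY, PSAN and LHCB4.1 lost their calls with spike-in scaling and no scaling at folds of about the same size, -1.70, -1.26 and -0.89 with spike-in scaling and -1.66, -1.21 and -0.85 with no scaling. All 3 measured Calvin cycle genes fell, with log2 fold changes of -1.77 for the bisphosphatase SBPASE, -1.31 for phosphoribulokinase (PRK) and -0.82 for Rubisco activase (RCA). Each of those calls was lost with spike-in scaling, at log2 fold changes of -1.62, -1.16 and -0.78, and with no scaling, at -1.57, -1.12 and -0.74. RCA was also called neither without watered replicate 1 (adjusted p = 0.0767) or 2 (0.0752) nor without water deficit replicate 2 (0.0653) or 3 (0.0886). In chlorophyll synthesis CHLM, the magnesium protoporphyrin methyltransferase, fell 6.31-fold (limma adjusted p = 9.75e-05), and PORB, a light-dependent protochlorophyllide reductase, had a log2 fold change of -1.48 ± 0.56 (limma adjusted p = 0.0628, and 0.0373 with the replicate block).

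Expansins and xyloglucan endotransglucosylases, enzymes and proteins that loosen growing cell walls, changed in both directions. Of 15 measured members 8 fell, 2 rose and 5 did not pass the test, with a median log2 fold change of -1.15 (camera adjusted p = 0.0281; adjusted p = 0.17 with an estimated correlation). Adjusted over the list alone, 9 fell and 2 rose, and with the replicate block XTH33 passed as well (adjusted p = 0.0542 without it and 0.0381 with it). Besides EXPA8, XTH18 fell at least 25.3-fold (log2 fold change -4.66, and -5.40 without watered replicate 3) and XTH16 was at least 8.73-fold lower. The expansin-like gene EXLB1 went the other way, rising 25.1-fold from a log2 signal of 6.50 ± 0.23 to 11.15 ± 0.32 (SD, n = 3 each). EXPA8, XTH16 and XTH33 were at the floor on all 3 water deficit arrays and passed the filter only through the watered arrays. They could only fall, so the count and the camera test follow in part from the filter. The call on this list was lost without watered replicate 1 (median -0.72, adjusted p = 0.227), 2 (-0.63, 0.149) or 3 (-0.60, 0.162). Without a watered array, genes at the floor under water deficit failed the filter and 12 members remained, so these losses do not point to any single array. It was also lost without water deficit replicate 3 (-1.02, 0.0881).

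**Figure D3:**
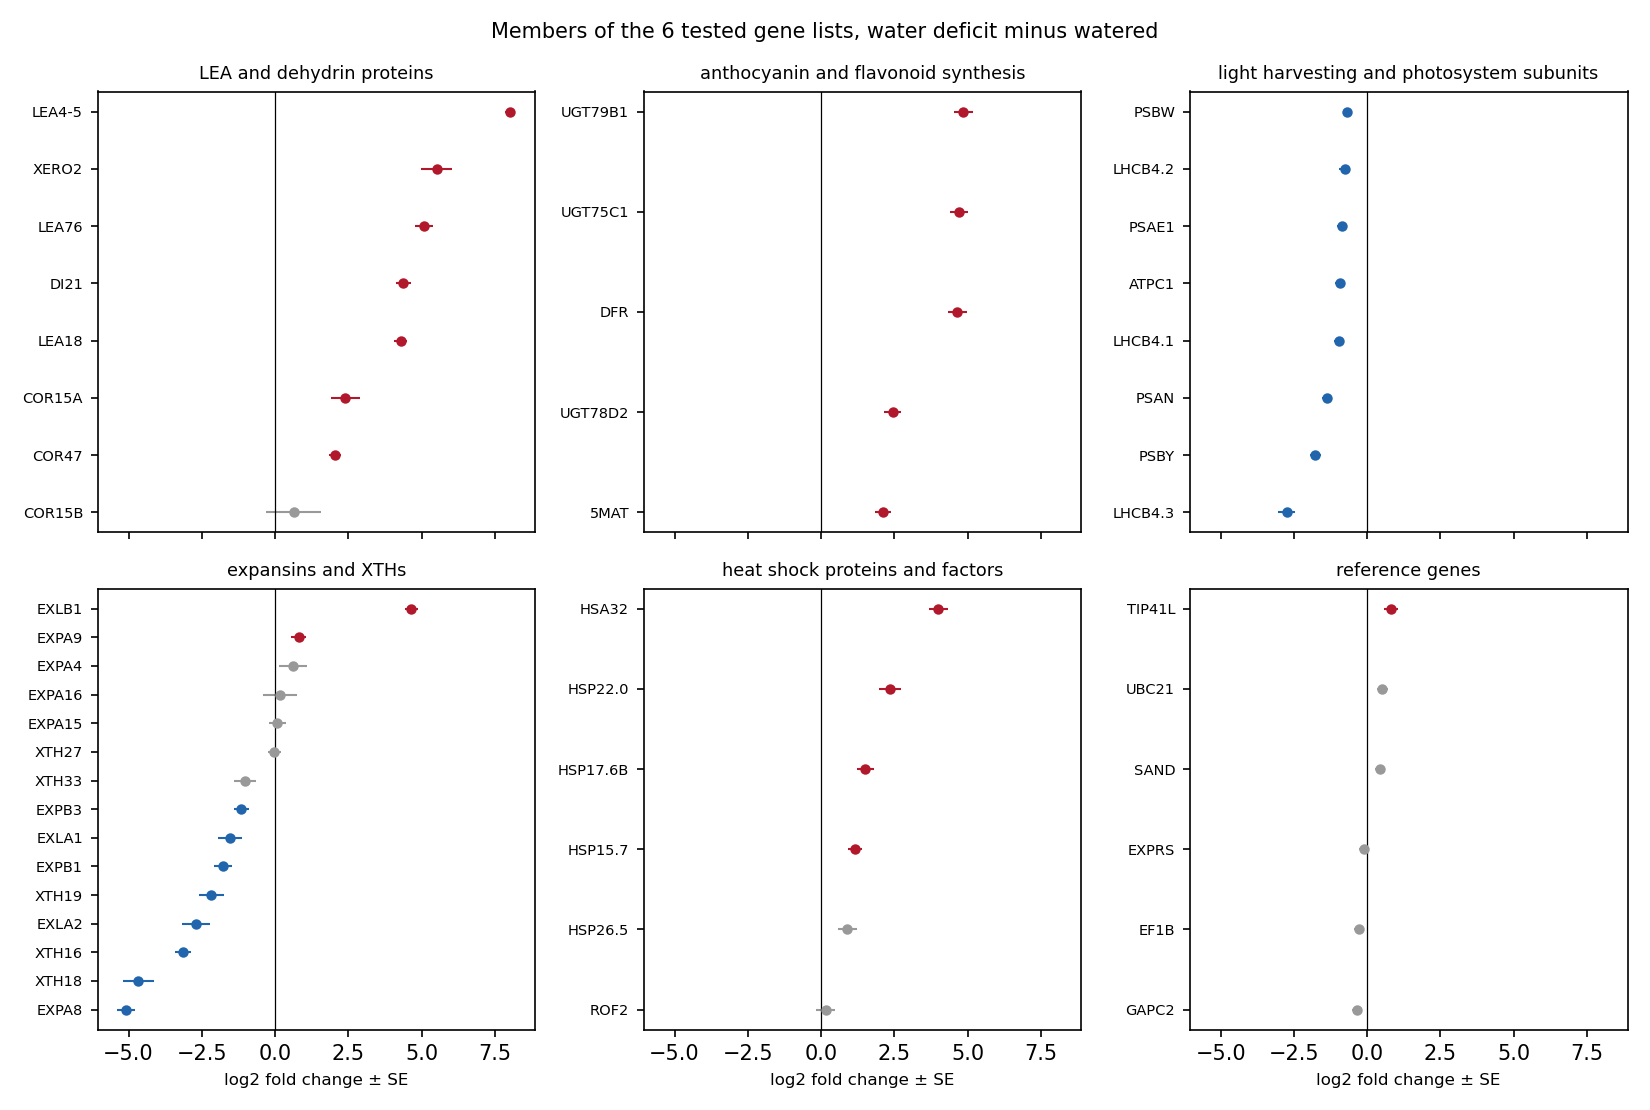
Log2 fold change, water deficit minus watered, of each measured member of the 6 tested gene lists (x axis), with points for the limma estimate, bars for its standard error (n = 3 per group) and 1 row per gene. Red members were higher, blue members lower and grey members not called at a limma adjusted p under 0.05, and the LEA and dehydrin list reaches 8.03 while the light harvesting list lies between -2.75 and -0.67.

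In the heat shock list 4 of 6 measured members were higher and no member was lower. The median log2 fold change was 1.34 (camera adjusted p = 0.00697, and 0.203 with an estimated correlation). HSP22.0, HSP15.7 and HSP26.5 were at the floor on all 3 watered arrays and passed the filter only through the water deficit arrays. They could only rise, so the count and the camera test follow in part from the filter. ROF2, above the floor on all 3 watered arrays, had a log2 fold change of 0.16 (limma adjusted p = 0.721). The median rests in part on members at the floor in watered rosettes, and it was 2.04 with spike-in scaling, 2.07 with no scaling and, over 8 members, 2.46 with values raised to the 25th percentile. Adjusted over the list alone, 5 were higher, and with the replicate block HSP26.5 passed as well (adjusted p = 0.0541 without it and 0.0391 with it). HSA32, a protein of long-term heat tolerance, was above the floor on 1 of 3 watered arrays and rose at least 16.1-fold. HSP22.0 was at least 5.12-fold higher, HSP17.6B (AT2G29500) rose at least 2.86-fold and HSP15.7 (AT5G37670) was at least 2.23-fold higher. Of 6 commonly used reference genes, 5 did not pass the test and TIP41L (AT4G34270) had a log2 fold change of 0.81 ± 0.25 (SE, n = 3 per group, limma adjusted p = 0.0296), with none called when adjusted over the list alone. With the replicate block UBC21 passed (adjusted p = 0.0574 without it and 0.0343 with it). The median of the reference genes was 0.16 (camera adjusted p = 0.661). It depended on the scaling and was 0.68 with spike-in scaling and 0.72 with no scaling (camera adjusted p = 0.822 and 0.795). The call on TIP41L was lost without each array except watered replicate 1, at adjusted p-values from 0.0713 to 0.0994.

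Lists with fewer than 5 measured members were not tested as groups. Leaf senescence genes went both ways: SAG29 rose as above and WRKY6 rose at least 3.49-fold, while WRKY53, a transcription factor that promotes senescence and also belongs to the pathogen defence list, fell 5.41-fold and SAG101 fell at least 3.06-fold. Among 4 antioxidant enzymes, the thylakoid ascorbate peroxidase TAPX fell 4.16-fold, and the glutathione reductases GR1 and GR2 rose 2.35-fold and 1.56-fold (limma adjusted p = 0.00324 and 0.0307). The stromal peroxidase SAPX was not called (log2 fold change 0.43, adjusted p = 0.103). GR2 lost its call without watered replicate 2 (adjusted p = 0.109) or 3 (0.0727) and without water deficit replicate 1 (0.0863) or 2 (0.0926). Of 3 auxin genes IAA29, an auxin response repressor, fell at least 5.37-fold and the auxin-conjugating enzyme gene GH3.5 fell 4.44-fold, while GH3.3 rose 2.03-fold. In the cell cycle list MCM7, a subunit of the replicative helicase, was at least 3.10-fold lower and the mitotic kinase gene AUR1 fell at least 2.05-fold. The jasmonate-responsive defensin gene PDF1.2 was at least 3.41-fold lower (limma adjusted p = 0.0262), a call lost without any single water deficit array (adjusted p = 0.0681, 0.0696 and 0.066 without replicates 1, 2 and 3). Its log2 fold change was -1.78, -1.74 and -1.75 without these arrays and -1.77 with all. PDF1.2 was at the floor on all 3 water deficit arrays, so leaving any of them out could hardly move the fold. Its spread lay among the watered arrays (log2 signal 5.98 ± 1.215, SD, n = 3). Without any single watered array PDF1.2 failed the filter and gave no value, so the dependence of the fold on those arrays was not tested. WSD1, a wax ester synthase, rose at least 4.86-fold. Of 3 glucosinolate genes UGT74B1 fell 1.57-fold (limma adjusted p = 0.0261), a call lost without watered replicate 2 (adjusted p = 0.0821) or 3 (0.0661) and without water deficit replicate 1 (0.0725) or 3 (0.0941), and the other 2 were not called, of which UGT74C1 passed with the replicate block (adjusted p = 0.11 without it and 0.0399 with it).

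The histone H3K4 demethylase gene JMJ16 (PKDM7D), of the 2 measured genes that write or erase H3K4 methylation, rose 1.77-fold (limma adjusted p = 0.00894). The other, RBL, had a log2 fold change of -0.24 (adjusted p = 0.631), with the opposite sign under spike-in scaling and no scaling. In the guard cell list GASA9 fell as above and FAMA, a regulator of guard cell identity, had a log2 fold change of -0.38 (adjusted p = 0.103), with the opposite sign under spike-in scaling and no scaling. The zinc finger gene ZAT10 and the proline dehydrogenase gene PRODH2 (AT5G38710) had log2 fold changes of 0.44 and -0.57 and were not called (limma adjusted p = 0.199 and 0.151). The clock gene GI, with mean log2 signals of 7.45 in watered rosettes and 8.55 under water deficit, was not called either (adjusted p = 0.158). The adjusted p of PRODH2 was 0.03 with the replicate block and 0.0312 with array weights, that of ZAT10 was 0.0489 with array weights, and that of GI was 0.0275 without watered replicate 3.

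Some of these calls depended on the scaling. TAPX, GR1, GR2, SAG101, GH3.5, GH3.3, AUR1, UGT74B1, JMJ16 and TIP41L kept their direction but were not called with spike-in scaling or no scaling, and WRKY53, MCM7 and HSP15.7 were not called with no scaling (adjusted p = 0.0717, 0.109 and 0.101). The folds moved apart: with spike-in scaling the log2 fold change of UGT74B1 shrank to -0.16 and that of AUR1 to -0.66, while those of GR1, JMJ16 and TIP41L grew to 1.64, 1.35 and 1.33. With no scaling those of WRKY53, MCM7 and HSP15.7 were -1.89, -1.74 and 1.77, against -2.44, -1.63 and 1.16 in the main setting. GR2 was also not called with median scaling (adjusted p = 0.0854), PDF1.2 with array weights (log2 fold change -0.64 in place of -1.77, adjusted p = 0.204) and WSD1 with a pseudocount and no filter (0.0694).

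Of the genes the study named as responsive to dehydration, XERO2, SAG29 and AT2G10940 were measured and are given above, and since the study chose them they are not independent evidence. RAB18, LTP4 and GLP1, which the study also lists as responsive, are not given here. RD29A, RD29B, RD26, ABF3, CBF4, ATHB7 and ATHB12 were not analysed here, because no probe set was paired with them in the annotation used. Of the genes that neighbour RD29A and RD29B, AT5G52280 was measured. Its log2 signal was 4.50 ± 0.42 in watered rosettes and 5.58 ± 0.53 under water deficit (SD, n = 3 each), close to the floor at 4.21, with a log2 fold change of 1.08 ± 0.32 (SE, limma adjusted p = 0.0263). The call was lost without watered replicate 1 (adjusted p = 0.0663) or 2 (0.0866) and without water deficit replicate 1 (0.0733) or 2 (0.066).

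The mean 3 prime minus 5 prime log2 difference of the actin, GAPDH and ubiquitin controls, a measure of RNA integrity and labelling length, differed by -0.36 (water deficit minus watered) against a pooled SD of 0.47 (exact two-sided permutation test, p = 0.5), and the hybridisation spike-ins differed by 0.04 on the log2 scale (exact two-sided permutation test, p = 0.7). The smallest p that 3 arrays against 3 allow is 0.1, and a further actin probe set reached it, with a difference of -0.45 and values from 0.95 to 1.81 in watered rosettes and from 0.80 to 0.83 under water deficit. Within the pairs of equal replicate number the differences of GAPDH were -1.01, -0.18 and -0.40, those of ubiquitin -0.25, -0.25 and -0.19 and those of the further actin probe set -1.01, -0.18 and -0.15 (exact sign-flip permutation p = 0.25 for each, the smallest that 3 pairs allow), so a shift of RNA length with the treatment is not excluded. Without watered replicate 1 the mean difference was 0.00. The actin difference was highest in watered replicate 1, at 4.45, and lay between 2.84 and 3.22 on the other 5 arrays.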

Values the study reported

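At thresholds of 4-fold and p ≤ 0.001, the study counted 640 genes with more and 525 genes with less transcript under dehydration stress. For RD29A and RD29B it gave inductions of 9-fold and 147-fold.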

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

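Of the alternatives named here, the values without scaling, the pseudocount without a filter and the 4 brighter arrays were chosen after seeing the data, as were the repeats of the control comparisons and of the median shift, except 3 prime minus middle, each spike-in alone and the brighter probe sets. A pseudocount at the 10th percentile was not run, since that percentile was below 0 (-2.31), and quantile normalization, planned as an alternative, became the main setting. Counts of probe sets moved by over 1.5 times with spike-in scaling (1344 higher, 525 lower, and 868 and 343 at 4-fold), with no scaling (1030 higher and 370 lower, and 249 lower at 4-fold), with array weights (4502 higher) and with the pseudocount (344 lower at 4-fold). With spike-in scaling 1828 of the 1869 calls were also calls of the main setting, and only these 1828 of the 6145 main calls present were kept. The cause was not tested, beyond the shift of the median log2 fold change of all probe sets to 0.48 with spike-in scaling and 0.51 with no scaling. That median was 0.0265 with median scaling and 0.0240 over the brighter probe sets. Leaving out each array gave 1913 to 2890 higher and 2129 to 2814 lower, 391 to 632 and 418 to 558 at 4-fold, and medians from 0.00386 to 0.0701. The replicate block gave 3519 higher and 3493 lower, and among the 62 genes named by the rule changed only the call on PRODH2 (adjusted p = 0.03), while XTH33, HSP26.5, UBC21, UGT74C1, PORB and AT1G54410, named outside it, passed with the block alone. It changed no list call, and the counts stayed within 1.5 times.

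With an estimated correlation 5 lists lost their calls, at unchanged medians of 4.33 for LEA and dehydrin proteins, 4.65 for anthocyanin synthesis, -0.95 for light harvesting, -1.15 for expansins and 1.34 for heat shock. The expansin list also lost its call over the 4 brighter arrays (median -0.49 over 11 members, adjusted p = 0.311), and leaving out each array gave medians from -1.37 to -0.60. Without a watered array the expansin median was taken over 12 members. The other alternatives that gave a value left each list on its side of the threshold. Without any single water deficit array, and over the 4 brighter arrays, the anthocyanin and heat shock lists had fewer than 5 measured members and gave no value, since genes at the floor in watered rosettes then failed the filter. The heat shock list also gave none with dim probe sets left out. For AT5G52280 the call was lost with spike-in scaling (1.46), values raised to the 25th percentile (1.77), no scaling (1.39), the pseudocount (0.99) and the 4 brighter arrays (0.67), and without an array its log2 fold change was 0.81 to 1.33. Of 62 named genes, most of them chosen for large changes in the main setting, none changed direction under any setting in which it was measured. For those at the floor on all arrays of 1 group the filter largely fixed the direction. Over all calls of the main setting, 58 of 6137 had the opposite sign with no scaling and 23 of 6145 with spike-in scaling. Calls were lost for 20 with no scaling and 17 with spike-in scaling, and for at most 5 under each other setting. Folds moved by over 1.5 times for 23 of the 62 with values raised to the 25th percentile, 10 each with spike-in scaling and no scaling, 9 over the 4 brighter arrays, 7 with the pseudocount and 3 with array weights. Signal over background limits folds: the lower group was at the floor on all 3 arrays for 304 calls of higher and 313 of lower signal, and on some arrays for a further 508 and 379.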

Other observations

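The LEA family list and the tests on plastid genes and on both replicate 1 arrays were chosen after the results were seen; the counts over other splits and the test on neighbouring genes were chosen before. The list held 49 loci of the whole LEA family, from general knowledge, and 21 of them were measured. They include all 8 measured LEA genes fixed beforehand and 2 others of the 10 highest rises, whose values were seen before the list was written, so no test of the list as a group is given. Of the other 11 genes, 7 were at the floor on all watered arrays and were measured only because they exceeded it under water deficit, so their rise follows from the filter and a count over the 11 shows nothing about the family. Of the 4 above the floor in watered rosettes 1 was called, AT2G44060, which rose 1.51-fold. Among the 7, AT2G42560 rose at least 27.6-fold, AT2G23110 at least 11.6-fold and AT5G44310 at least 7.16-fold. The 3 that were not called, AT1G54410, AT2G23120 and AT2G46140, had log2 fold changes of 0.71, 0.67 and -0.23, and AT1G54410 passed with the replicate block (adjusted p = 0.0289).

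Genes encoded in the plastid genome did not move as 1 group. Their classes were tested after the results were seen, so the camera p-values describe the pattern and are no independent support for it. The adjustment over the added sets also includes the LEA family list. Of 18 measured genes for plastid ribosomal proteins and RNA polymerase, 17 had values below 0 and 4 fell at an adjusted p under 0.05 (9 with the replicate block), with a median log2 fold change of -0.78 (camera adjusted p = 0.0112 over the 4 added sets; adjusted p = 0.1 with an estimated correlation). The ribosomal protein genes rps16 and rps19 had log2 fold changes of -1.29 and -1.03 (limma adjusted p = 0.00205 and 0.00389). Of 33 genes for photosystems, the cytochrome complex, ATP synthase and Rubisco, 2 fell and 1 rose, with a median of 0.01 (camera adjusted p = 0.92). All 9 genes of the NADH dehydrogenase-like complex had values below 0, with a median of -0.32, 1 called lower and 2 with the replicate block (camera adjusted p = 0.222), and so had all 7 other plastid genes, of which cemA was called lower, so values below 0 were not particular to the ribosomal and polymerase genes. Of 12 mitochondrial genes measured, 3 rose, nad4L, cox2 and cox1, with log2 fold changes of 1.81, 1.36 and 0.82, and 9 were not called, among them nad1 at -0.68 and orfX at -0.44.

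On each array the mean log2 signal of the photosynthesis genes minus that of the ribosomal and polymerase genes was 0.648, 1.305 and 1.178 in watered rosettes and 1.943, 1.786 and 1.865 under water deficit, a difference of 0.82 (exact two-sided permutation test, p = 0.1, the smallest possible). Compression of bright signals is argued against, but only weakly, by the 7 photosynthesis genes no brighter than the median of the other class. Their median log2 fold change was 0.25, that of petG, whose SE was 0.90. Their values ran from -0.46 for atpI to 0.63 for psbT, and of them only petD was called. Quantile normalization is argued against as the whole cause by a difference of 0.72 ± 0.21 (SE, n = 3 per group) with no scaling. The dim replicate 1 arrays are argued against as the whole cause by a difference of 0.58 without them. Unequal priming of plastid transcripts, which carry few long poly(A) tails, and unequal RNA length were not tested and stay open.

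The replicate 1 arrays were dim in both groups, with a difference of -1.47 in the log2 75th percentile from the other arrays. A dim scan or hybridisation of the whole array is argued against by the spike-ins, which differed by -0.17. Short or degraded RNA may account for it in part. The lowest replicate 1 value of the 3 prime minus 5 prime difference exceeded the highest value of the other 4 arrays for GAPDH by 0.03 and for ubiquitin by 0.24, but not for the actin probe sets, where the gaps were -0.0608 and -0.21, so short RNA and a low amount of labelled RNA cannot be told apart here. No biological explanation was tested.

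Across 2173 pairs of adjacent genes the correlation of log2 fold changes was 0.08, where the highest of 1000 shuffles among genes of like signal gave 0.06 (permutation p = 0.001, the smallest the shuffles can give). Of 429 adjacent pairs with both genes called, 226 (52.7%) changed in the same direction, against 48.7% to 54.8% for pairs 2 to 10 places apart, so agreement in direction was no higher for neighbours. At 3 to 10 places the correlations lay between -0.00789 and 0.0418. Signal shared between tandem copies is a candidate explanation. Pairs 2 places apart had a correlation of 0.049, exceeded by 17 of 1000 shuffles, which neither falls to the level of chance nor passes the highest shuffle (0.077), so shared signal and co-regulation of neighbours cannot be told apart.

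Of the 10 splits of the 6 arrays into 3 and 3, 1 gave as many called probe sets as the real one, which was the real one itself, with 6146 calls. The highest of the other splits gave 0, also among the 3 others that, like the real one, part all pairs of equal replicate number. The splits are too few for a share under 0.05. Every other split also mixes watered and water deficit arrays, so the treatment difference adds to the spread within its groups. Few calls were possible there, and the other splits do not measure how many calls chance gives. At unadjusted p under 0.05 the real split gave 7232 probe sets.

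AT5G52280 lies next to the RD29 genes and was called higher here, at a log2 fold change of 1.08 and an unadjusted p of 0.00994, which does not meet thresholds of 4-fold and 0.001. Its signal was near the floor, and the call was lost in 9 of 16 alternatives, with log2 fold changes between 0.67 and 1.77. The study described the neighbours of RD29A and RD29B as not changing in expression.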
